A study of Homo sapiens with 2 samples.

How the data were processed

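RNA-seq values of 2 RPMI8226 libraries, 1 shControl and 1 shHNRNPC, were used as deposited. Total RNA was extracted with a column kit and sequenced on an Illumina NovaSeq instrument, per the labels' protocols. The values are FPKM per gene, per the file headers, computed by the authors before they deposited them. The aligner, the counting program, its use of strand, the genome build, the annotation and any selection of polyadenylated RNA are not given in the sources used here. Reads mapping to several genes could have been counted in more than one way, which affects paralogues, pseudogenes, overlapping genes and antisense genes. Groups were taken from the sample labels.

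Both files list the same 13226 Ensembl gene identifiers. None has a value of 0 in either library, and the lowest of the higher values of a gene is 1.00005, so the lists appear limited to genes above 0 in both libraries and above 1 in at least 1. A gene that vanished from a library is therefore not analysed here. Symbols came from a table of gene names that matched 13124 of the identifiers. Gene types, exon lengths and coordinates came from GENCODE release 29 on GRCh38, which held 13194 of the identifiers. That build may not be the one the authors used.

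FPKM already carries a correction for library total and gene length. The FPKM ratio of the libraries takes whole-number ratios times a single factor, 1.26166, which is the ratio of the library totals (shControl over shHNRNPC). It occurs as such in 68 genes with equal reads. With exon lengths from GENCODE release 29, 1457 genes gave the same denominator, a whole number to within 0.01: 37519532 for shControl and 29738297 for shHNRNPC. Reads per gene were exact for 2538 genes (19.2%), a lower bound for 9440 genes whose ratio was known only in lowest terms, and for 1248 genes were set at 0.5 of the number the annotated length gives, which keeps their intervals wide. From these reads, exact (Clopper-Pearson) 95% intervals of the ratio were computed conditional on the sum of both libraries. They cover counting error only, since reads without molecular identifiers are not independent molecules. No count model was fitted.

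The difference between libraries was log2((FPKM shHNRNPC + 1)/(FPKM shControl + 1)), among genes with a mean FPKM of 1 or more (12692 genes, 534 removed). Genes were counted as higher or lower at a 2-fold difference on that scale. Since 1 library per group leaves no estimate of the spread, no test between groups was run. Counting error was simulated 100 times with Poisson draws that gave both libraries the same expected share of reads, at 0.5 of the estimated reads. The 16 gene lists, the rule for naming genes, and the alternatives were fixed before the data were examined. Each list's median was given with an order-statistic binomial 95% interval over its genes, and its percentile among 10000 random lists of the same size, matched in 20 bins of mean FPKM.

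The genes named are HNRNPC, the 8 highest and 8 lowest log2 ratios among genes with a symbol and a mean FPKM of 10 or more, and, of each list outside the central 95% of its random lists, the 3 members with the largest log2 ratio in the direction of the median. A gene that this rule names is not reported here. Reference genes, other hnRNP genes and genes taking 1% or more of a library were also allowed. The mitochondrial genes below that share and the genes named in the closing observations outside the rule were chosen after their values were seen. So were 6 further lists (monocyte and macrophage markers, B cell markers, interferon-gamma response genes, MHC class II genes, ATF4 target genes and ER chaperone genes).

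The alternatives were 3 scalings (centring on the median gene with a mean FPKM of 10 or more, the upper quartile (75th percentile), and the total without the 10 most abundant genes), pseudocounts of 0.1 and 5, no filter or a mean FPKM of 10 or more, a counting interval that excludes 1, a rank correlation, list means, and random lists that were not matched.

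The steps were tested on simulated data for the shHNRNPC over shControl comparison, with reads drawn for 13186 genes. The totals were recovered, 99.8% of the read pairs called exact were right, and 100% of the lower-bound pairs divided the simulated reads. Of genes changed 3-fold, 23 of 25 higher and 17 of 24 lower ones were counted as 2-fold changed, as were all of those changed 4-fold and 8-fold. Of 12693 unchanged genes, 15 were counted. Of 200 unchanged lists of 30 genes, 5.5% fell outside the central 95%, and 100% of lists shifted by 0.3 were found higher. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.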

Results

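Gene expression was measured by RNA sequencing in RPMI8226 cells, an established human cell line derived from multiple myeloma, a cancer of plasma cells. The series held 2 libraries, 1 from control cells (shControl) and 1 from cells in which HNRNPC was knocked down (shHNRNPC). HNRNPC encodes heterogeneous nuclear ribonucleoprotein C, a nuclear RNA-binding protein. The comparison addressed how depletion of HNRNPC changed the transcriptome of myeloma cells. With 1 library per group, none of the differences had a replicate check, and no p-value was computed. Intervals given for single genes covered counting error only, not the variation between cultures.

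Each library was represented by FPKM values (fragments per kilobase of gene model, scaled to the library total) of the same 13226 genes. The library totals recovered from these values were 37519532 for shControl and 29738297 for shHNRNPC. Whether these totals counted reads or fragments, and whether they were mapped or assigned to genes, was not given in the sources used here. The median FPKM was 7.58 in the shControl library and 8.13 in the shHNRNPC library. In the shControl library 871 genes lay below an FPKM of 1, against 277 genes in the shHNRNPC library. No gene was listed at 0 in either library and each was above 1 in at least 1 of them, so genes detected in 1 library alone were not among the values. Log2 ratios are those of FPKM + 1, shHNRNPC over shControl, a scale that understates the change of genes with low values.

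HNRNPC itself (ENSG00000092199; chromosome 14, 21209136 to 21269494 in GENCODE release 29 on GRCh38) had an FPKM of 168.7 in the shControl library and 13.6 in the shHNRNPC library. The log2 ratio was -3.54, and with a pseudocount of 5, the alternative that moved it most, it was -3.23. The FPKM in the shHNRNPC library was 8.03% of that in the control (95% counting interval, 7.66 to 8.42%), or 12.4-fold lower. At least 28490 reads in the shControl library and 1814 in the shHNRNPC library lay behind these values. Of the 5672 genes with a symbol and a mean FPKM of 10 or more, HNRNPC had the lowest log2 ratio, and the next lowest was -2.17. RALY, a related gene in the list of hnRNP genes, had an FPKM of 26.8 in the control and 29.6 in the knockdown library.

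Among the 12692 genes with a mean FPKM of 1 or more, 230 were at least 2-fold higher and 53 at least 2-fold lower in the shHNRNPC library on the log2(FPKM + 1) scale. Together these made up 2.23% of the genes, and 12409 genes lay within 2-fold. At least 4-fold differences were found for 17 higher and 3 lower genes. The counts depended most on the pseudocount: with 0.1 in place of 1 they were 494 and 114, and with 5 they were 40 and 14. In 100 simulations with counting error as the only source of difference, run on 12664 of these genes, the same threshold was passed by a mean of 22.04 higher and 26.97 lower genes, with maxima of 35 and 44. Both observed counts exceeded the respective maximum, the lower count by less. Requiring the 95% counting interval of the ratio to exclude 1 left 217 higher and 44 lower genes. The median log2 ratio over all 12692 genes was 0.10, and 63.4% of them were above 0. Scaled to the total without the 10 most abundant genes, these values were 0.05 and 57.7%, and with upper-quartile scaling 0.05 and 56.6%. Across genes, which are not independent replicates, the Pearson correlation of log2(FPKM + 1) between the libraries was 0.977.

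**Figure D1:**
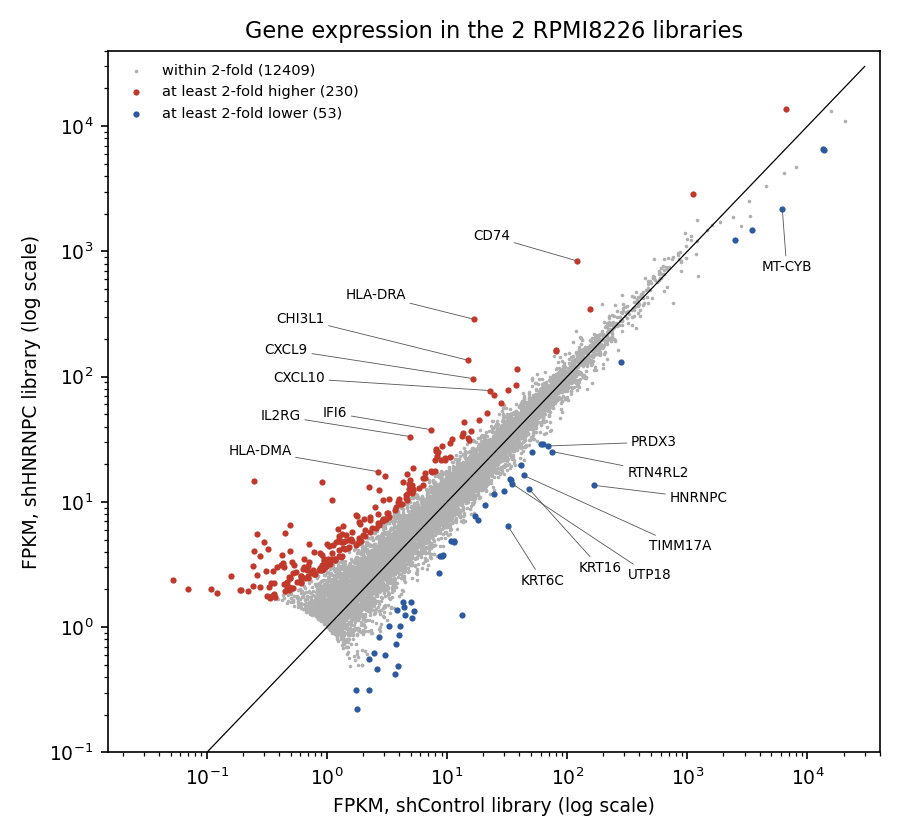
FPKM of 12692 genes with a mean of 1 or more in the shControl library (horizontal, log scale) against the shHNRNPC library (vertical, log scale), 1 point per gene, with the line of equal values; the 230 red and 53 blue genes were at least 2-fold higher or lower on the log2(FPKM + 1) scale. The labelled genes are the 8 with the highest and the 8 with the lowest log2 ratio among genes with a mean FPKM of 10 or more, and HNRNPC lies furthest below the line among them.

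The 8 genes with the highest log2 ratios at a mean FPKM of 10 or more were HLA-DRA, CHI3L1, CD74, IL2RG, CXCL9, HLA-DMA, IFI6 and CXCL10. HLA-DRA (ENSG00000204287; chromosome 6, 32439842 to 32445046) rose from an FPKM of 16.9 to 286.6, a log2 ratio of 4.01, on 812 and 10910 reads. The ratio of its FPKM values was 16.95 (95% counting interval, 15.8 to 18.2). CHI3L1 (ENSG00000133048; chromosome 1, 203178931 to 203186749) rose from 14.8 to 135.5, a log2 ratio of 3.11. For CD74 (ENSG00000019582; chromosome 5, 150401637 to 150412929), the most abundant of the 8, FPKM was 121.1 in the control and 839.5 in the knockdown library, a log2 ratio of 2.78. The remaining 5 genes had log2 ratios from 1.73 for CXCL10 to 2.52 for IL2RG. HLA-DMA had the lowest mean FPKM of the 8, with 2.67 in the control and 17.4 in the knockdown library. Many HLA genes are polymorphic and share sequence with one another. Reads could have been divided between them in the counting, which makes their absolute values uncertain. How far this held for HLA-DRA and HLA-DMA was not tested.

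Below HNRNPC, the lowest log2 ratios at a mean FPKM of 10 or more belonged to KRT6C, KRT16, RTN4RL2, MT-CYB, TIMM17A, PRDX3 and UTP18. KRT6C (ENSG00000170465; chromosome 12, 52468516 to 52473785) had an FPKM of 32.3 in the control and 6.39 in the knockdown library, a log2 ratio of -2.17. KRT16 (ENSG00000186832; chromosome 17, 41609778 to 41615899) had 47.8 and 12.8, a log2 ratio of -1.82. Both keratins have near-identical copies, and how shared reads were assigned is not given in the sources used here, so these values are uncertain. RTN4RL2 (ENSG00000186907; chromosome 11, 57460549 to 57477534) fell from 74.99 to 25.2, a log2 ratio of -1.53 (FPKM ratio 0.336, 95% counting interval 0.319 to 0.355). TIMM17A, PRDX3 and UTP18 had log2 ratios of -1.37, -1.27 and -1.24.

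The most abundant transcripts were mitochondrial. The 13 mitochondrially encoded mRNAs accounted for 24.5% of all FPKM in the shControl library and 14.8% in the shHNRNPC library. All 13 were lower in the shHNRNPC library, with log2 ratios from -1.49 for MT-CYB to -0.26 for MT-CO1. MT-CYB (ENSG00000198727; mitochondrial genome, 14747 to 15887) fell from an FPKM of 6175 to 2197, MT-ND4L from 3427 to 1495 and MT-CO3 from 13674 to 6489. The 2 mitochondrial rRNAs went the other way. MT-RNR2 (1671 to 3229) rose from 6687 to 13597, a log2 ratio of 1.02, and MT-RNR1 (648 to 1601) from 1113 to 2865, a log2 ratio of 1.36. Nuclear copies of mitochondrial sequence, and the overlap of neighbouring genes such as MT-ATP8 with MT-ATP6, leave the assignment of some reads uncertain.

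**Figure D2:**
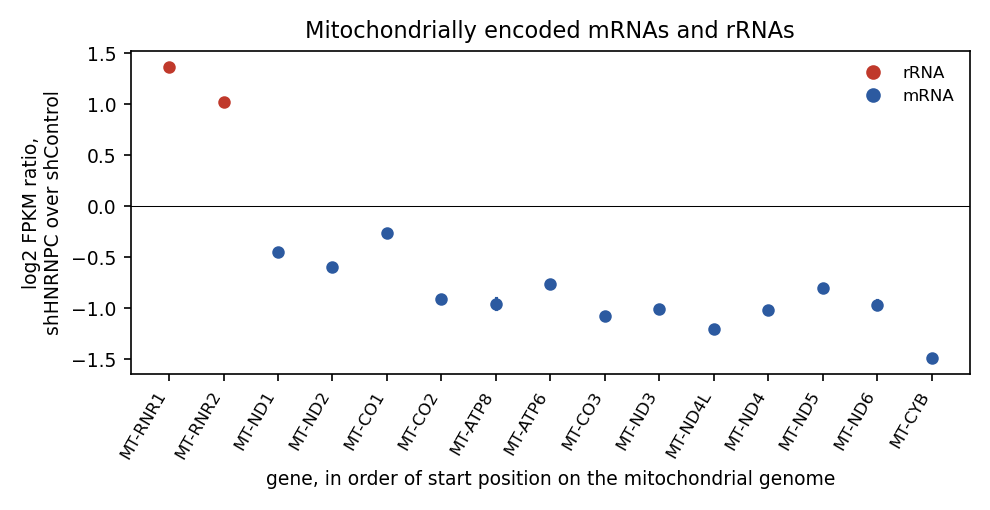
Log2 ratio of FPKM, shHNRNPC over shControl, without a pseudocount (vertical), for the 13 mRNAs and 2 rRNAs encoded in the mitochondrial genome, in the order of their start positions (horizontal, gene names). Bars are 95% counting intervals, mostly smaller than the points. The 2 rRNAs (red) lie above 0 and the 13 mRNAs (blue) below it.

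Sets of genes were compared through the median log2 ratio of 16 lists, each set against 10000 random lists of the same size matched on mean FPKM. This describes the 2 libraries and is not a test between conditions. Of the 16 medians, 7 lay outside the central 95% of their random lists. Interferon-stimulated genes had a median of 0.43 (95% interval over genes, 0.30 to 0.74) with 29 of 32 genes higher, above all their random lists, whose central 95% ran from -0.02 to 0.22. With a pseudocount of 5, the alternative that moved it most, its median was 0.29. IFI6 rose from an FPKM of 7.38 to 37.7 and CXCL10 from 22.7 to 77.5. OAS2 rose from 0.242 to 2.15, on at least 43 and 302 reads. NF-kB targets had a median of 0.67 (0.12 to 1.07), with 18 of 21 genes higher and 8 of them at least 2-fold, also above all random lists. Among the 9 of these genes with a mean FPKM of 10 or more, the median was 0.31. In that list CXCL8 rose from 1.09 to 10.4, BCL2A1 from 3.28 to 10.6 and BIRC3 from 4.87 to 14.8.

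For p53 targets the median was 0.31 (-0.03 to 0.53), at the 99.98th percentile of its random lists, with 18 of 26 genes higher. The interval over genes included 0. SESN2 rose from an FPKM of 3.07 to 16.2, a log2 ratio of 2.08, while PMAIP1 and BBC3 had log2 ratios of 0.99 and 0.98. Replication-dependent histones had a median of 0.70 (0.19 to 1.03), above all random lists, and of 0.40 with a pseudocount of 5. Only 11 of the 20 listed histone genes entered, and histone genes share near-identical sequence, so single values are uncertain. Their largest log2 ratios were 1.09 for H2BC5, 1.03 for H2BC17, which rested on 10 and 28 reads, and 0.92 for H2AC11. Ribosomal protein genes had a small shift, with a median of 0.17 (0.14 to 0.20), 66 of 74 genes higher and a percentile of 99.98. Against random lists not matched on expression the percentile was 97.11, within the central 95%. The largest ribosomal log2 ratios were 0.64 for RPL13A, 0.40 for RPS28 and 0.38 for RPL15. Ribosomal protein genes have many processed pseudogenes, so single values are uncertain.

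Cholesterol synthesis genes and mitochondrially encoded mRNAs had medians below all their random lists. For cholesterol synthesis the median was -0.44 (-0.52 to -0.20), with 18 of 22 genes lower. HMGCS1 fell from an FPKM of 29.6 to 12.3 and MSMO1 from 34.03 to 14.98. The mitochondrially encoded mRNAs had a median of -0.95 (-1.08 to -0.60).

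**Figure D3:**
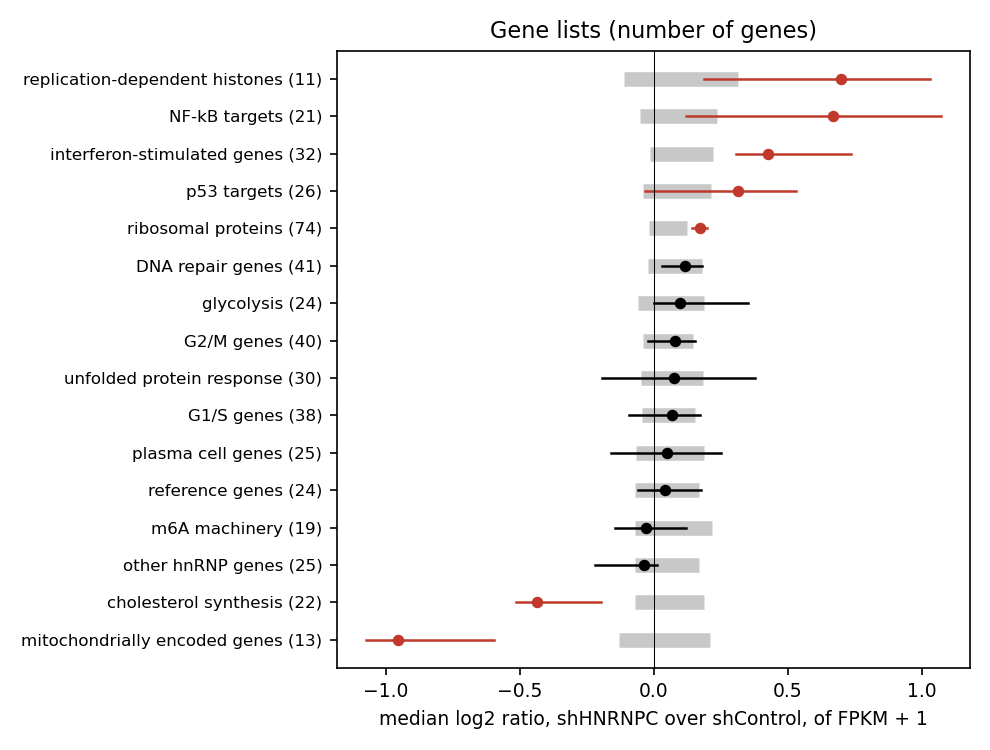
Median log2 ratio of FPKM + 1, shHNRNPC over shControl (horizontal), of 16 gene lists (vertical, with the number of genes). Points are medians, thin lines their 95% intervals over genes and grey bars the central 95% of 10000 random lists matched on mean FPKM; the 7 lists in red have medians outside the grey bars.

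The other 9 medians lay within the central 95% of their random lists. They were 0.07 for 38 G1/S genes, 0.08 for 40 G2/M genes, 0.12 for 41 DNA repair genes, 0.07 for 30 unfolded protein response genes and 0.10 for 24 glycolysis genes. The median was 0.05 for 25 plasma cell genes and 0.04 for 24 reference genes, and both were below 0 when the libraries were centred on the median gene (-0.02 and -0.03). Single genes were less level. Log2 ratios ran from -0.73 to 1.14 in the plasma cell list and from -0.39 to 0.72 in the reference list. The 25 other hnRNP genes had a median of -0.04, with 16 lower, and the 19 m6A machinery genes one of -0.03. Within the hnRNP list the log2 ratios ranged from -0.60 for SYNCRIP to 0.52 for HNRNPUL2. Of common reference genes, ACTB had an FPKM of 889.1 in the control and 828.6 in the knockdown library, and GAPDH 1607 and 1633.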

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

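All alternatives were chosen in advance. Each group has 1 library, so none leaves out a replicate. No paired analysis was possible because each group has 1 library.

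The log2 ratio of HNRNPC was -3.63 with a pseudocount of 0.1 and -3.23 with 5, as a pseudocount pulls low values together. Under the 3 other scalings it ranged from -3.61 to -3.59. With the pseudocounts of 0.1 and 5, 494 and 40 genes were at least 2-fold higher and 114 and 14 lower. Among the 5734 genes with a mean FPKM of 10 or more the counts were 47 and 24. Higher genes made up 66.2% of that total, so the smaller number of genes does not by itself account for the change. The other scalings gave 179 to 193 higher and 65 lower genes, and higher genes made up 73.4 to 74.8% of the total in place of 81.3%. The median of all genes was 0.04, 0.05 and 0.05 under the 3 scalings in place of 0.10, and 55.4 to 57.7% of genes were above 0 in place of 63.4%; centring moves both towards no shift by construction.

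The correlation of the libraries was 0.969 with a pseudocount of 0.1, 0.982 with 5 and 0.966 at a mean FPKM of 10 or more. Spearman's rho was 0.972.

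Under the alternatives, 124 list medians stayed within the 95% interval over genes of the reported value and 4 did not. The 4 were the interferon-stimulated genes with a pseudocount of 5 (0.29) and the ribosomal proteins centred on the median gene (0.10), with upper-quartile scaling (0.11) and without the 10 most abundant genes (0.12). Larger shifts within wide intervals were those of the NF-kB targets at a mean FPKM of 10 or more (0.31 over 9 genes, in place of 0.67) and the histones with a pseudocount of 5 (0.40 in place of 0.70). The ribosomal proteins were at the 97.11th percentile of unmatched random lists, inside the central 95%, while the other 6 lists stayed outside. The cause was not tested. The unfolded protein response list, inside its random lists, had a median of -0.10 at a mean FPKM of 10 or more.

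For the named genes other than HNRNPC, 114 values under the alternatives stayed within the counting error and 51 moved beyond it, 26 of these with a pseudocount of 5. The limit was 0.5 of the width of each gene's own counting interval in log2, so these counts follow read depth. H2BC17 stayed within it at 0.39 with a pseudocount of 5, in place of 1.03. CD74 moved beyond it at 2.73 without the 10 most abundant genes, in place of 2.78. The counts therefore do not rank the genes by stability. Of the 16 genes with the highest and lowest log2 ratios, 14 were shared at a pseudocount of 0.1 and 15 at 5. The scalings move all genes almost alike, so they say little about this ranking. Depth limits some low genes: H2BC17 rested on 10 and 28 reads. The pseudocount also sets the size of low values, and OAS2 had a log2 ratio of 2.71 with a pseudocount of 0.1 and 0.45 with 5.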

Other observations

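The tests on the row order, the mitochondrial genes, the MHC class II genes, the ATF4 targets, the pseudogenes and the unspliced reads were chosen after the result was seen. For the lincRNA and antisense genes, the matched comparisons by abundance, GC content and length were set down before their outcome was known, although the pattern itself came from these data.

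The order of the genes in the files followed a statistic. A chi-square statistic computed from the FPKM of both libraries as if they were counts followed the row order with a Spearman rho of 0.999985. The same statistic on reads estimated from annotated length gave 0.787, on exact reads 0.762, and the absolute log2 ratio of FPKM 0.697. This is consistent with a ranking made on FPKM as if they were counts. By construction such a ranking gives long genes less weight than their reads would, and of the first 1000 genes by each chi-square, 661 were shared. How the ranking was used is not given in the sources used here.

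Mitochondrial rRNAs rose while mitochondrial mRNAs fell in the shHNRNPC library. A scaling factor common to all genes could not give this, since the lowest rRNA log2 ratio exceeded the highest mRNA log2 ratio by 1.28, and a factor moves both alike. Another technical explanation is a change in the capture of RNA without poly(A) tails. The 134 snRNA, snoRNA, scaRNA and misc_RNA genes had a median log2 ratio of -0.10. They were below all of the matched random lists (percentile 0), which goes against a gain in capture of these RNAs. The median length was 106 bases for snRNA genes and 132.5 for snoRNA genes. Whether the preparation kept such short RNA is not given in the sources used here, so these genes may not report on the longer rRNAs. These genes had a median mean FPKM of 2.15, near the floor. The replication-dependent histones, a class whose mRNAs typically lack poly(A) tails, rose (median 0.70). Some of the histone genes tested are annotated over long spans, such as H2BC5 (chromosome 6, 26158146 to 26171349). Whether their reads came from RNA without tails was not tested, so their rise does not decide the question. Of 10 mitochondrial tRNA genes, 9 were lower, 3 of them with a counting interval below 1, and none was higher beyond it. MT-TQ fell from 62.6 to 28.96 (169 and 62 reads). These rows too go against a gain of short RNA without tails. Such short genes adjoin or overlap other mitochondrial genes, though, and reads of longer transcripts were not separated from theirs. The capture explanation and an effect of the knockdown therefore cannot be told apart here, and the effect of the knockdown was not tested.

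The 8 MHC class II genes tested had a median log2 ratio of 2.19, and all 8 were at least 2-fold higher. CIITA, in the list because it drives their transcription, rose from an FPKM of 0.511 to 3.32, and HLA-DPB1 from 0.444 to 5.69. An interferon-gamma type response is a candidate explanation: 20 interferon-gamma response genes outside this list had a median of 0.41, above all matched random lists (percentile 100), with 15 of 20 higher. GBP1 rose from 0.386 to 3.01 and SOCS1 from 0.413 to 3.13, but IRF1 rose only from 9.40 to 11.3 and ICAM1 fell from 102.0 to 92.8. Of its genes in the files, 2 are also in the interferon-stimulated list.

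Cells of another type in the shHNRNPC culture remain open for the MHC class II genes. Monocyte and macrophage markers (11 tested of 24) had a median of 0.28, at percentile 97.285, and B cell markers (7 tested of 20) a median of 0.37, at percentile 97.25. Both exceed the 95% set down as the sign of admixture and both lie within the central 95% of the random lists. The verdict was left open after these values were seen. For monocytes, 7 markers were higher and 4 lower. For B cells, 5 were higher and 2 lower, so the direction goes with admixture, but only 7 markers entered and the most abundant was lower. The most abundant monocyte markers were PSAP (214.6 and 251.6), CTSB (205.9 and 249.6), LGALS1 (102.8 and 138.3) and S100A9, which fell from 87.7 to 47.1, and S100A8 fell from 2.53 to 1.55. C1QB, below the filter on the mean, rose from 0.0213 to 1.74 (at least 1 and 65 reads), while C1QA fell from 1.003 to 0.412. The tested monocyte marker that rose most was LGALS3, from 1.25 to 3.30. CTSS (19.7 and 28.8), GPNMB (3.85 and 5.77) and CST3 (1.44 and 2.22) were also higher beyond counting error. CTSD (40.9 and 40.2) and AIF1 (2.44 and 2.02) were lower within it. Of the B cell markers, LTB, which is also in the list of NF-kB targets, rose most, from 1.84 to 4.87. CD37 (7.76 and 13.2), FCRLA (3.08 and 5.06) and SWAP70 (6.63 and 8.85) were also higher beyond counting error. CD79A (1.10 and 1.60) was higher within it, BCL11A (3.38 and 3.37) was nearly level and BLK, the most abundant, was 29.3 and 26.9. Genes at 0 in either library are not among the values, so a marker that appeared only in the knockdown culture was not analysed here. No listed marker gained as much FPKM as HLA-DRA (16.9 to 286.6) or CD74 (121.1 to 839.5). How much of each transcript admixed cells would bring was not measured. Admixed cells and a change in the myeloma cells therefore cannot be told apart from these markers.

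ATF4 target genes were higher, with a median log2 ratio of 0.77 and 30 of 30 genes above 0, and 12 at least 2-fold. CHAC1 rose from 0.490 to 6.51, PSAT1 from 24.5 to 70.8 and DDIT4 from 31.9 to 78.8. An unfolded protein response across its branches would also raise ER chaperones. The 18 chaperone genes had a median of -0.16, at percentile 0.15 of the matched random lists, with 12 lower, which argues against it. This split lies behind the near-zero median of the unfolded protein response list (0.07), which holds 6 of the ATF4 genes and all 18 chaperones. SESN2, the p53 target that rose most, is among the ATF4 targets as well. Other routes to ATF4 were not tested, and no biological explanation is established by these values.

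Processed pseudogenes moved with their parent genes. Over 318 pairs matched by symbol, with 210 parents, the Spearman rho of the log2 ratios was 0.464, while the highest of 10000 shuffled pairings gave 0.229. Without ribosomal protein pairs it was 0.532 over 213 pairs, and 0.518 over 211 pairs when HNRNPC was left out too. This is consistent with reads shared between a gene and its processed copies. HNRNPCP2 fell from an FPKM of 13.4 to 1.26 and HNRNPCP1 from 3.17 to 1.14, so their decrease may be that of HNRNPC itself. A knockdown effect on a pseudogene was not separated from shared reads, since pairs share sequence by definition.

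Annotated lincRNA and antisense genes were higher as a class. Of 1025 such genes, 76.7% were above 0, with a median log2 ratio of 0.24, against 62.5% and 0.09 for 10375 protein-coding genes. Low abundance does not account for it: coding genes matched on mean FPKM had a median of 0.13, and none of the 10000 matched lists reached 0.24 (percentile 100). GC content, known for 12655 of the 12692 genes, gave the same outcome (percentile 100, highest matched list 0.16). Matching on exon length covered only 44.5% of the genes, because too few coding genes were as short (median 5114 bases, against 1131 for antisense genes). The 456 genes with a match had a median of 0.23, above the highest matched list (0.20, percentile 100). This argues against length for those genes, while the 569 genes without a match were not tested. Reads from unspliced transcripts would raise sense-intronic genes too, but these had a median of 0.05, at percentile 0.81 of coding lists of like abundance. These 97 genes had a median mean FPKM of 1.98, near the floor, so the test argues against unspliced reads without excluding them. The class remains open to length for the genes without a match, to unspliced reads, and to an effect of the knockdown. The unknown use of strand in counting is a further open point for the 569 antisense genes (median 0.24, 95% interval over genes 0.21 to 0.29). It would not by itself raise the 456 lincRNA genes to the same extent, and their median was 0.24 as well (0.20 to 0.30), with 346 higher.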
